A study of Arabidopsis thaliana with 30 samples.

How the data were processed

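RNA was measured in 30 libraries of dark-grown Arabidopsis thaliana seedlings, 3 in each of 10 groups. Per the labels' protocols, total RNA was isolated with the RNeasy Plant Mini Kit, and cDNA was made with the SMARTer kit, which primes reverse transcription and adds a template-switched end. Per the labels, all libraries carry 1 sequencing-run identifier, so no sequencing batch could be compared. The labels and file headers do not state the aligner, the counting program, the genome build, or whether counting used strand.

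Each deposited file lists 33602 genes with identifier, symbol, position, exon intervals and exon length, and 3 values per gene. Per the file headers these are a count, a CPM and an RPKM value. The deposited counts are whole numbers. The deposited CPM values equal the count divided by the library's summed counts in M (mega) in 30 of 30 files. The deposited RPKM values equal that CPM divided by the exon length in kilobases, also in 30 of 30 files. No step beyond this is recorded for any of the 3 units. Of the identifiers, 32835 were found in the RefSeq gene table of TAIR10.1, and 32834 of those overlap the position given there. Positions below are as deposited, and they overlay TAIR10.1. Gene symbols in the text are those of that RefSeq table or, for listed marker genes, of the lists described below. Genes without a symbol, or with one shared by several genes, are given by identifier. The gene listed under its identifier AT5G66400 is RAB18. Counts are per whole gene, summed over exons.

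Samples were grouped by title, which also gives the replicate numbers. The label spelling Col-O was read as Col-0. The replicate numbers 1 to 3 recur in every group, so same-numbered samples could be paired. The fit without pairing was taken as the main one. Replicates were compared before averaging. Across the 30 within-group pairs, the chi-square per degree of freedom over genes ran from 6.6 to 192.1 and Pearson's r of log2 CPM from 0.978 to 0.998, so no pair matched within sampling noise and all 30 libraries were used.

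Tests across genes used edgeR 4.0.16 (quasi-likelihood F test, two-sided, in R 4.3.3 with limma 3.58.1) on the deposited counts. All 30 libraries were fitted with 1 mean per group, TMM normalization and the filterByExpr filter at its default settings, which left 22156 genes. A gene is called when its Benjamini-Hochberg adjusted p is under 0.05 within a comparison. There were 14 such comparisons, and no adjustment was made across them. Interaction tests compare log2 fold changes directly. Errors on fold changes are approximate standard errors (SE), derived as the absolute log2 fold change over the square root of its F value. CPM values in the text were computed on TMM-scaled library sizes and are means ± SD of 3 libraries. A pair of responses was compared by Pearson's r across genes and by a total-least-squares slope over the genes called for the average IAA response of both genotypes.

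Lists of 14 auxin marker genes, 20 ABA marker genes and 10 ABA biosynthesis genes were fixed before the data were examined. So were the groups, the designs and most of the alternatives. A list's score in a library is the mean of log2(CPM + 1) over its genes, on TMM-scaled CPM. Scores were compared by exact two-sided permutation tests. With 3 against 3 libraries the smallest possible p is 0.1, and for an interaction of 4 groups it is 0.005. These 8 tests were adjusted together. Individual genes were named by a rule also fixed then: ABA2, genes of the 3 lists, and for each comparison up to 2 genes with the largest rise and 2 with the largest fall. The last had to be called, to average at least 3 on the log2 CPM scale, and, except for interactions, to show no overlap between the replicates compared.

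The scripts were tested on simulated counts for the 22156 genes. With 200 genes changed by a log2 fold change of 2, the comparison of a pair of groups recovered 98.5% and 3.4% of its calls were false. The interaction test recovered 86%, and comparisons without a change gave at most 0 calls. A slope of 0.7 simulated over 300 genes was recovered as 0.7. A GC-content trend put into one group gave 65 false interaction calls, 8 after the composition offsets described next, which left 81% of the true changes recovered.

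The alternatives fixed beforehand were RLE size factors, DESeq2 1.42.0 (Wald test), no filter on low counts, a mean count of at least 20 (19669 genes), a 2-fold minimum, a fit of the compared groups alone, a replicate block, each replicate left out in turn, and for scores other pseudocounts (0.1 and 5), total counts, and the median over the list. A further 3 were chosen after the data had been seen. The first adds covariates for the share of signature genes of the other tissue in each library. The signature genes, 387 for the shoot and 133 for the root, had a median above 20 CPM in the aba2-3 IAA libraries of one tissue and fell under 1/50 of that level in the other. A simulated 10% of shoot RNA raised the estimate by 12.0 percentage points. The second takes each library's smooth trend (lowess span 0.3) on exon GC content and then on the share of A in the exons as an offset, called composition offsets here. Base composition came from the TAIR10.1 sequence. The third keeps genes that differ under 4-fold between Col-0 mock root and shoot.

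The total count ranged from 3.9 M to 99.3 M per library, with a median of 23.1 M. A floor of 3 counts per library was taken, which amounts to between 0.03 and 0.775 CPM; lower counts, down to 0, do occur. Such floors cover counting error only, since reads without molecular identifiers are not independent molecules. Shared sequence was checked for 79 named genes. Of these, 3 share exon bases with an overlapping gene and 4 share over 5% of their 50-base words with another gene. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for scores and tests, and matplotlib 3.10.9 for figures.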

Results

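The series addressed how the root and the shoot of dark-grown seedlings respond to auxin and to abscisic acid (ABA), and whether the auxin response changes when ABA biosynthesis is impaired. Seedlings of the wild type Col-0 and of aba2-3, a line mutated in ABA2, which encodes a short-chain dehydrogenase of ABA biosynthesis, were 5 days old (1 day in light, 4 days in darkness). They were treated for 2 h with 10 µM indole-3-acetic acid (IAA, the natural auxin), 10 µM ABA or the ethanol solvent (mock), then separated into root and shoot. ABA was given to Col-0 only. The 10 combinations of genotype, treatment and tissue had 3 libraries each. The mock libraries supply the background for every comparison with a hormone.

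Total counts ranged from 3.9 M counts (aba2-3 IAA shoot replicate 3) to 99.3 M (Col-0 mock shoot replicate 2). The next lowest total was 11.8 M (aba2-3 IAA root replicate 2). After each library was thinned to 3.8 M counts, 21935 to 22155 genes were detected in the Col-0 mock roots, 21075 to 21127 in the Col-0 IAA roots and 20612 to 21112 in the Col-0 ABA roots. TMM factors lay between 0.849 and 1.146. The most abundant gene was the mitochondrial ATMG00020 in the roots, at 0.9% to 3.6% of counts, and CAB1 in all shoots except Col-0 mock shoot replicate 1 (PYK10) and Col-0 ABA shoot replicate 3 (RBCS1A). The first principal component held 66.3% of the variance and parted root from shoot. The next held 7.7%, with the ABA-treated libraries at one end (scores of 70.3 and above) and the other libraries at 3.5 or below.

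Root libraries differed in how much they contained of 387 genes that mark the shoot. In 5 of the 15 root libraries the median signature gene stood at 6.56% to 12.21% of its shoot level, against 0.66% to 2.17% in the other 10. The 5 were Col-0 mock root replicate 3, Col-0 IAA root replicate 2, Col-0 ABA root replicates 2 and 3, and aba2-3 mock root replicate 1. They fell in 4 of the 5 root groups, and aba2-3 IAA root had none. Of the shoot libraries, aba2-3 IAA shoot replicate 3 held root-signature genes at 7.83% of their root level, Col-0 mock shoot replicate 1 at 6.15% and aba2-3 mock shoot replicate 3 at 5.54%, the others at 4.22% or less. Col-0 mock shoot replicate 1 also held shoot-signature genes at 48.4% of the shoot level, against 72.81% or more in every other shoot library.

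**Figure D1:**
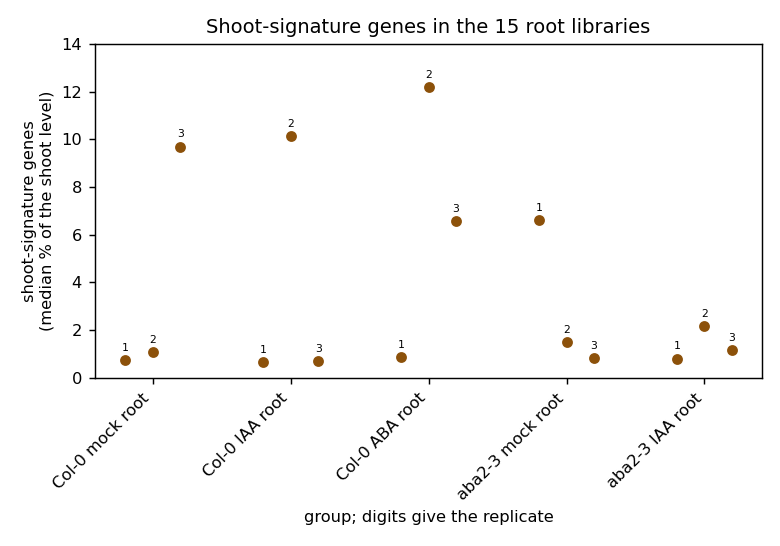
Median level of 387 shoot-signature genes in each of the 15 root libraries, as a percentage of the median level over the shoot libraries; each point is a library and its digit is the replicate number. The 5 high libraries lie between 6.56% and 12.21% and the other 10 between 0.66% and 2.17%.

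Because aba2-3 is mutated in ABA2 (AT1G52340, chromosome 1, 19489794 to 19491648, minus strand), its transcript level was examined in every group first. In mock roots it was 22.6 ± 2.21 CPM in Col-0 and 26 ± 4.22 CPM in aba2-3 (SD, n = 3 each; log2 difference 0.20, SE 0.20, edgeR adjusted p 0.63). In mock shoots it was 10.9 ± 0.774 and 10 ± 1.31 CPM (log2 difference −0.12, SE 0.20, edgeR adjusted p 0.86). After IAA it was 22.4 ± 7.03 CPM in Col-0 roots, 19.7 ± 1.63 in aba2-3 roots, 13.2 ± 1.08 in Col-0 shoots and 8.72 ± 0.979 in aba2-3 shoots. After ABA it was 19.6 ± 1.23 CPM in roots and 9.3 ± 2.86 in shoots. The transcript level thus did not separate the genotypes in mock libraries. In IAA shoots the 3 aba2-3 libraries (9.72, 8.66 and 7.77 CPM) lay below the 3 of Col-0 (12.1, 13.4 and 14.2), a difference that was not tested. Whole-gene counts do not show a mutation within the transcript. Its exons share 121 bases with AT1G52330, so these values are uncertain to that extent. A different gene, AT3G01345 (chromosome 3, 129138 to 130749, plus strand), did separate them: its level ranged from 29.9% to 161% of the Col-0 median in the Col-0 libraries and from 0% to 1.64% in the aba2-3 libraries.

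The response to IAA was first asked in Col-0. In roots 1234 of 22156 genes were called, 586 higher and 648 lower after IAA. In shoots 491 were called, 204 higher and 287 lower. The root count moved most with DESeq2, to 2025 genes, and was 532 with a 2-fold minimum. The balance of the root calls became 646 higher and 505 lower with composition offsets, and 599 and 598 with RLE size factors. Lower calls stayed more numerous in the other alternatives that left out no replicate. The split of the shoot calls moved from 204 higher and 287 lower to 161 higher and 37 lower once covariates for RNA of the other tissue were added. Of the 14 auxin marker genes, 13 were called higher in roots, over all genes tested and over the list alone, with a median log2 fold change of 3.02. In shoots 13 were called over all genes and 14 over the list alone, with a median of 3.26. The largest rises in roots were those of GH3.3 (AT2G23170, chromosome 2, 9863855 to 9866562), from 7.35 ± 1.05 to 788 ± 169 CPM (log2 fold change 6.74, SE 0.34, edgeR adjusted p 1.2e-12), and LBD29 (AT3G58190, chromosome 3, 21548484 to 21549558), from 5.12 ± 1.43 to 254.4 ± 10.98 CPM (5.64, SE 0.30). The largest falls were those of MRN1 (AT5G42600), from 28.7 ± 10.5 to 0.77 ± 0.69 CPM (−5.26, SE 0.91), and MAC3A (AT1G04510), from 1455 ± 662 to 164 ± 21.7 CPM (−3.15, SE 0.61). In shoots GH3.2 (AT4G37390, chromosome 4, 17579657 to 17582022) rose from 2.68 ± 0.97 to 287 ± 88.4 CPM (6.76, SE 0.29) and GH3.3 rose by a log2 fold change of 5.56 (SE 0.32). CYP705A30 (AT3G20940) and EXO70H1 (AT3G55150) fell most in shoots, from 5.56 ± 2.87 and 2.04 ± 0.79 CPM (−3.48, SE 0.90 and −3.24, SE 0.71). Roots and shoots shared 147 called genes, 139 of them changed in the same direction, where 27.3 would be shared if the sets were independent.

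ABA changed more genes than IAA in each tissue. In Col-0 roots 3480 were called, 1841 higher and 1639 lower, and in shoots 2137, of which 1103 were higher and 1034 lower. A minimum of 2-fold moved the root count most, to 1930. Of the 20 ABA marker genes, 19 were higher in roots (median log2 fold change over the list 3.80) and CYP707A3 was lower (−0.83, SE 0.26, edgeR adjusted p 0.03). The CYP707A3 call was lost in 3 of the 6 fits that left out a library. Over 14 alternatives its edgeR or DESeq2 adjusted p ran from 0.012 to 0.27. All 20 were called when adjusted over the list alone. In shoots 19 were called higher by either adjustment (median 3.58). HAI3 (AT2G29380, chromosome 2, 12608702 to 12610167) rose from 0.67 ± 0.33 to 166 ± 42.7 CPM in roots (7.92, SE 0.46, edgeR adjusted p 3.2e-12) and AT3G15670 from 2.97 ± 1.85 to 664 ± 188 CPM (7.83, SE 0.56). PYL6 (AT2G40330), from 58.8 ± 7.07 to 2.73 ± 1.78 CPM, and AT4G33720, from 73.6 ± 68.9 to 3.44 ± 1.43 CPM, fell most (−4.38, SE 0.29 and −4.43, SE 0.78). In shoots AT4G33467 and GolS2 (AT1G56600) rose most (7.40, SE 0.56 and 7.06, SE 0.38), and WRKY72 (AT5G15130) and AT2G43140 fell most (−5.92, SE 0.54 and −5.65, SE 0.30). Roots and shoots shared 1220 called genes, 1205 in the same direction.

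The interaction of tissue and hormone tests whether the response itself differed between root and shoot. For IAA in Col-0 221 genes were called, with a response more positive in root for 120 and more negative for 101. For ABA in Col-0 the count was 380 (200 and 180), and for IAA in aba2-3 it was 485 (253 and 232). The alternative that moved the first count most was DESeq2, with 713 genes. The split of the Col-0 IAA calls became 59 and 80 with covariates for RNA of the other tissue, and that of the aba2-3 IAA calls became 204 and 282 with RLE size factors, 189 and 333 with a mean count of at least 20, and 121 and 250 with composition offsets. In Col-0 treated with IAA, CBP60G (AT5G26920) rose from 7.89 ± 2.81 to 29.2 ± 9.09 CPM in roots and went from 6.44 ± 1.65 to 1.99 ± 0.97 CPM in shoots (interaction 3.59, SE 0.73, edgeR adjusted p 0.015). AT5G54710 rose from 2.27 ± 0.48 to 17.4 ± 4.53 CPM in roots and stood at 16.2 ± 5.15 and 10.7 ± 2.91 CPM in mock and IAA shoots (interaction 3.53, SE 0.62). MAC3A and TADA (AT1G68720) had the most negative interactions (−3.53, SE 0.82 and −3.29, SE 0.60), with mock-root means of 1455 ± 662 and 288 ± 178 CPM that varied widely between replicates. For ABA, HDA14 (AT4G33470) rose by a log2 fold change of 4.28 (SE 0.33) in roots, from 2 ± 0.67 CPM, and was at 16.2 ± 7.76 and 21.4 ± 1.27 CPM in mock and ABA shoots (interaction 3.88, SE 0.42). VTE1 (AT4G32770) had an interaction of 3.58 (SE 0.64). NAP (AT1G69490) fell from 147 ± 4.72 to 62 ± 5.1 CPM in roots and rose from 17.6 ± 2.86 to 75.2 ± 9.11 CPM in shoots (interaction −3.34, SE 0.34), and tny (AT5G25810) had an interaction of −2.70 (SE 0.36). In aba2-3 the extremes for IAA were WRKY61 (AT1G18860; 3.05, SE 0.75), AT3G05770 (3.00, SE 0.60), AT3G41768 (−3.10, SE 0.29) and ATMG01390 (−2.77, SE 0.54). For comparison, Col-0 mock root and shoot differed at 11061 genes, 5379 higher in root and 5682 lower. AT1G49030 and CYP710A3 (AT2G28850) were the highest in root (8.43, SE 0.66 and 8.26, SE 0.62), and AT3G16660 and AT3G05730 the lowest (−7.66, SE 1.26 and −6.52, SE 1.28). CYP710A3 shares 18.6% of its 50-base words with AT2G28860, so its level is uncertain.

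**Figure D2:**
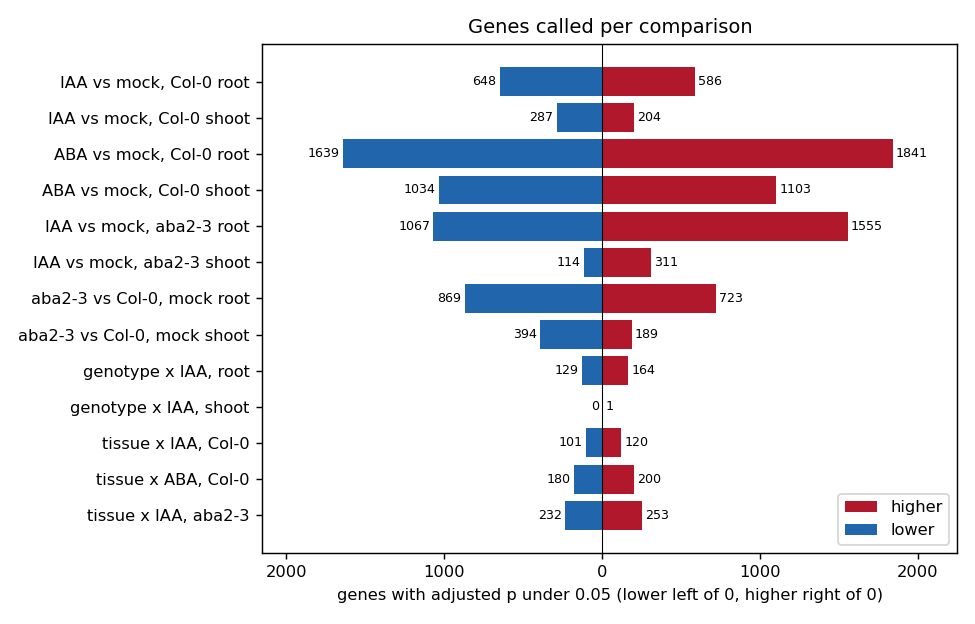
Numbers of genes with adjusted p under 0.05 in all comparisons except root against shoot, with genes that were higher to the right of 0 and genes that were lower to the left, each bar marked with its count. ABA in Col-0 roots had the most calls (1841 higher, 1639 lower) and the genotype by IAA interaction in shoots the fewest (1 higher, 0 lower).

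The IAA and ABA responses of Col-0 were then set side by side. In roots 563 genes were called under both hormones, 473 in the same direction, where 193.8 would be shared if the sets were independent. In shoots 173 were called under both, 133 in the same direction, where 47.4 would be. With covariates for RNA of the other tissue the shoot number was 56, of which 31 had the same direction and 25 the opposite one, so that overlap depends on the fit. Across all tested genes the log2 fold changes correlated with r = 0.30 in roots (SD of 3 single-replicate values 0.12) and r = 0.24 in shoots (SD 0.10). Genes are not independent replicates, so no p is attached to these. Both responses use the same mock libraries. When different mock replicates served each hormone, the root value fell to 0.20 and 0.13 and the shoot value to −0.02 and 0.09. The ABA marker score did not change measurably with IAA: the difference was −0.12 in roots (exact permutation p 0.6, adjusted 0.6, n = 3 each) and −0.11 in shoots (exact permutation p 0.3, adjusted 0.4, n = 3 each). Both turned positive, at 0.13 and 0.20, when the median over the list replaced the mean. By gene, 3 of the 20 ABA markers were called lower and 0 higher in IAA-treated Col-0 roots, by either adjustment. In shoots 0 were called, and 2 had an unadjusted p under 0.05.

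Genes of ABA biosynthesis were examined for a response to IAA, and 9 of the 10 listed genes passed the filter. Their score fell by 0.26 in Col-0 roots (exact permutation p 0.1, the smallest that 3 against 3 allows, adjusted 0.2, n = 3 each) and changed by 0.07 in shoots (exact permutation p 0.4, adjusted 0.457, n = 3 each). In roots 1 gene was called, by either adjustment: NCED3 (AT3G14440, chromosome 3, 4831288 to 4833599), a 9-cis-epoxycarotenoid dioxygenase, went from 60.2 ± 18.3 to 28.1 ± 7.36 CPM (log2 fold change −1.10, SE 0.29, edgeR adjusted p 0.027). That call was lost in 4 of the 6 fits that left out a library, and its adjusted p ran from 0.0035 to 0.14 over 14 alternatives. It also fell in aba2-3 roots, from 105 ± 20.2 to 32.7 ± 15.4 CPM (−1.68, SE 0.30, edgeR adjusted p 0.00052). ABA raised it, by 1.32 (SE 0.29) in roots and 1.53 (SE 0.30) in shoots. NCED5 (AT1G30100, chromosome 1, 10571340 to 10573365) rose with IAA in shoots, from 0.5 ± 0.09 to 9.63 ± 2.2 CPM in Col-0 (4.30, SE 0.96, edgeR adjusted p 0.015) and from 1.67 ± 0.11 to 24.1 ± 3.66 CPM in aba2-3 (3.85, SE 0.90, edgeR adjusted p 0.021). The Col-0 value did not stay past the threshold with covariates for RNA of the other tissue (4.00, edgeR adjusted p 0.059), nor in 4 of the 6 fits that left out a library, and its adjusted p ran from 0.00025 to 0.062 over 14 alternatives. NCED9 fell from 2.67 ± 0.37 to 0.47 ± 0.42 CPM in Col-0 shoots (−2.56, SE 0.66, edgeR adjusted p 0.04). This call too was lost in 4 of the 6 fits that left out a library, and its adjusted p ran from 0.002 to 0.31 over 14 alternatives. In Col-0 shoots 3 genes were called over the list alone, 1 higher and 2 lower.

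The genotypes were compared under mock treatment. In roots 1592 genes were called between aba2-3 and Col-0, 723 higher and 869 lower, and in shoots 583, 189 higher and 394 lower. The root count was 2422 with DESeq2, 557 with a 2-fold minimum and 664 (370 higher, 294 lower) with composition offsets. Of these genes 142 were called in both tissues, 131 in the same direction. AT3G01345 had the largest fall in both (−7.06, SE 0.54 in roots and −6.83, SE 0.54 in shoots). AT4G25580 was at 0.65 ± 0.65 CPM in Col-0 mock roots and at 0 CPM in aba2-3 mock roots, and because of the 0 no fold is given. AT3G03670 was higher in roots (3.19, SE 0.52) and shoots (3.56, SE 0.60), DR4 (AT1G73330) in roots (3.18, SE 0.42) and IMS2 (AT5G23020) in shoots (3.14, SE 0.41), while AT2G37870 was lower in shoots (−3.97, SE 0.47). Of the 20 ABA markers 8 were called lower in aba2-3 roots and 8 in aba2-3 shoots, 0 higher in either. Adjusted over the list alone the numbers were 11 and 10. Some of the calls over all genes were lost when a library was left out. In roots this held for RAB18 (6 of 6 fits), LEA4-5 (4 of 6), HAB1 (2 of 6) and ABI2 (1 of 6). In shoots ABI2, HAB1, HAI1, CYP707A1 and GBF3 each lost the call in 3 of 6 fits. The other marker calls were kept in such fits. Those of HB7 and HB12 in roots and of ABF3 in shoots were lost in other alternatives, however. There the edgeR adjusted p reached 0.34, 0.18 and 0.081. PP2CA (AT3G11410) was lower in both, at 24.2 ± 1.63 against 49.9 ± 13.3 CPM in roots (−1.04, SE 0.15, edgeR adjusted p 0.00017) and 9.66 ± 0.33 against 21.5 ± 2.19 CPM in shoots (−1.15, SE 0.15, edgeR adjusted p 6.4e-05). The ABA marker score differed by −0.53 between aba2-3 and Col-0 in roots (exact permutation p 0.1, n = 3 each), and differed by −0.57 in shoots (exact permutation p 0.1, n = 3 each). Both have an adjusted p of 0.2, and 0.1 is the smallest unadjusted p that 3 against 3 can give. Genes called for genotype and for ABA numbered 562 in roots, 264 of them opposite in direction, and 180 in shoots, 142 of them opposite.

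**Figure D3:**
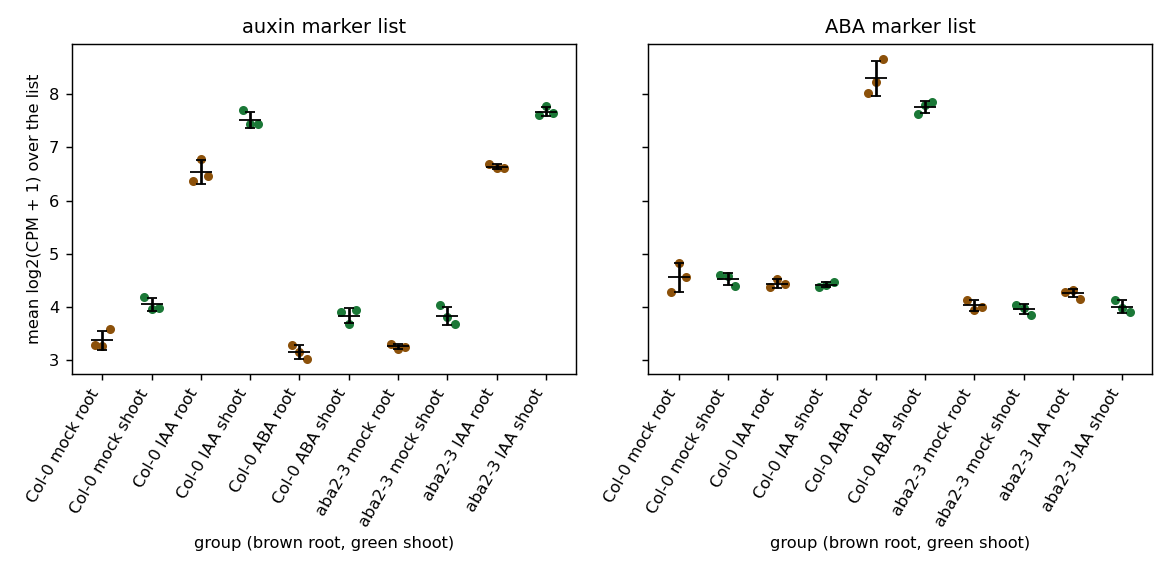
Score of the auxin marker list (left) and the ABA marker list (right), the mean of log2(CPM + 1) over the genes, in each of the 10 groups; points are the 3 libraries, bars the mean and SD, brown root and green shoot. The auxin score rose from 3.38 to 6.54 with IAA in Col-0 roots and from 3.26 to 6.64 in aba2-3 roots, and the ABA score in mock shoots was 4.53 in Col-0 and 3.96 in aba2-3.

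Whether impaired ABA biosynthesis changes the auxin response was examined in aba2-3 treated with IAA. In aba2-3 roots 2622 genes were called, 1555 higher and 1067 lower, and in shoots 425, 311 higher and 114 lower. With composition offsets the root split was nearly even, at 985 higher and 941 lower. Genes called in both genotypes numbered 551 in roots, 533 in the same direction, and 212 in shoots, all 212 in the same direction. All 14 auxin markers were called higher in aba2-3 roots by either adjustment (median 3.40), but the call of ACS4, from 0.06 ± 0.02 to 1.15 ± 0.75 CPM with a mock level under 3 counts, was lost in 4 of the 6 fits that left out a library. In shoots 13 were called over all genes and 14 over the list alone (median 3.52). GH3.3 and LBD29 again rose most in roots (6.61, SE 0.34 and 6.29, SE 0.31), and GH3.2 and GH3.3 in shoots (6.68, SE 0.29 and 6.31, SE 0.33). In roots MRN1 (−3.90, SE 0.81) and the cytosolic ribosomal RNA gene AT3G41768 (−2.48, SE 0.21) fell most, and in shoots AT3G05770 (−2.96, SE 0.46) and DLAH (AT1G30370; −2.14, SE 0.44).

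The difference between the genotypes was tested directly. In roots 293 genes had a different IAA response, 164 with a more positive response in aba2-3 and 129 with a more negative one. That balance depended on the fit. It was 135 and 146 with RLE size factors and 66 and 73 in the compared groups alone. It was even with DESeq2 (468 and 468) and with a mean count of at least 20 (164 and 164). More positive responses stayed in excess without a filter (102 and 51), with a 2-fold minimum (134 and 60) and with the replicate block (160 and 119). They also did with covariates for RNA of the other tissue (290 and 234) and among genes under 4-fold between tissues (169 and 130). In shoots the count was 1: AT1G08050, at 11 ± 3.17 CPM in mock and 4.68 ± 0.36 CPM in IAA shoots of Col-0, and at 10.08 ± 0.78 and 12.2 ± 1.16 CPM in those of aba2-3 (interaction 1.49, SE 0.23, edgeR adjusted p 0.017). At an unadjusted p under 0.05 there were 903 genes in shoots. That is under a share of 0.05 of the 22156 tested, the share expected without any change. The root count was 936 with DESeq2 and 25 with composition offsets (11 more positive, 14 more negative), and the shoot gene was not called with them, its adjusted p ranging from 8.1e-05 to 0.89 over 20 alternatives. In roots MAC3A and TADA had the most positive interactions (4.30, SE 0.83 and 4.2, SE 0.61), and AT3G41768 and ATMG00660 the most negative (−2.75, SE 0.29 and −1.84, SE 0.46). The call of ATMG00660 was lost in 11 of 12 fits that left out a library. AT3G41768 stood at 666 ± 17.9 CPM in aba2-3 mock roots, against 119 ± 3.17 in aba2-3 IAA roots, 140 ± 28.9 in Col-0 mock roots and 169 ± 17.8 in Col-0 IAA roots. It shares 94.3% of its 50-base words with AT2G01010, so its counts cannot be assigned to a single copy. Of the auxin markers 1 was called in roots, with a more positive response in aba2-3, and 0 in shoots, by either adjustment; 1 shoot gene had an unadjusted p under 0.05. The slope of the aba2-3 response on the Col-0 response was 1.21 in roots over 3359 genes (SD of 3 replicates 0.16; 1.086, 1.401 and 1.201) and 0.94 in shoots over 1415 genes (SD 0.07). The auxin score responded 0.22 more in aba2-3 roots (exact permutation p 0.185, adjusted 0.296, n = 3 each) and 0.35 more in aba2-3 shoots (exact permutation p 0.045, adjusted 0.2, n = 3 each), so neither passed the adjustment over the 8 tests.

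**Figure D4:**
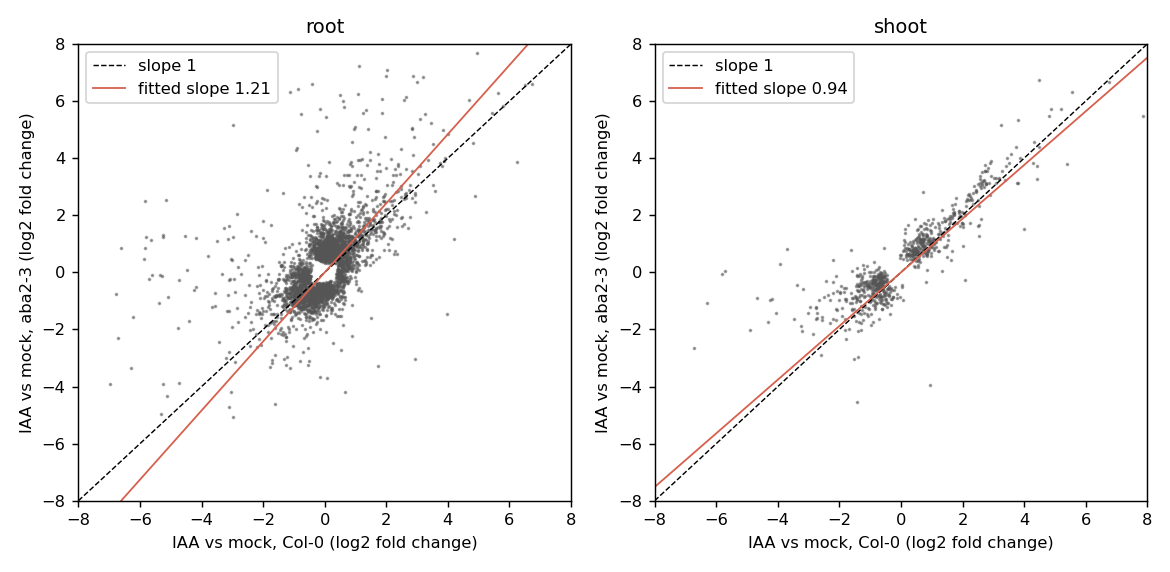
Log2 fold change under IAA in aba2-3 (vertical) against Col-0 (horizontal) for genes called in either genotype, roots left and shoots right, each point a gene; the dashed line has slope 1 and the solid line is the fitted slope. The fitted slope is 1.21 in roots and 0.94 in shoots.

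The root interaction followed the base composition of the genes. The Spearman correlation across genes of its log2 fold change was −0.34 with exon GC content and 0.37 with the share of A in the exons, over 22031 genes with sequence; genes are not independent replicates. The 164 genes with a more positive response in aba2-3 had a median GC content of 39.7% (quartiles 37.8% and 41.6%), and 128 of those with a more negative one had 45.5% (44.5% and 47%), against 42.1% (40.6% and 43.7%) for all. The mock roots of the genotypes lay on opposite sides: the deviation of a library from the mean of its tissue correlated with A share at 0.17, 0.34 and 0.12 in Col-0 mock roots and at −0.18, −0.28 and −0.14 in aba2-3 mock roots. The mock-root comparison of genotypes had a correlation of 0.28 with GC content and −0.37 with A share, and 496 of its 1592 genes were kept with composition offsets. The IAA response had 0.16 in Col-0 roots and −0.23 in aba2-3 roots with GC content. With exon length the IAA response of Col-0 shoots had a correlation of −0.37, longer genes going lower, while the other 8 comparisons of a pair of groups had values from −0.25 to −0.05.

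**Figure D5:**
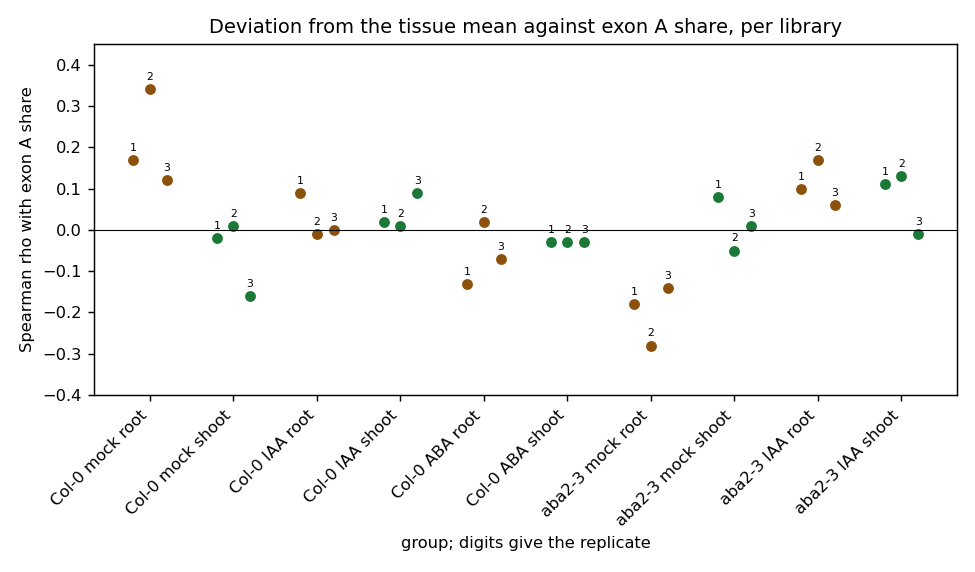
Spearman correlation across genes between a library's log2 deviation from the mean of its tissue and the share of A in the exons, for all 30 libraries in 10 groups; each point is a library, brown root and green shoot, and its digit the replicate number. Col-0 mock roots lie between 0.12 and 0.34 and aba2-3 mock roots between −0.28 and −0.14.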

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

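For the interactions, the composition offsets and the splits with the average effects removed were tests chosen after the results were seen, and the tests of RNA from the other tissue, GC content, gene length, internal A runs and the auxin score were set out before their outcomes were seen. Each of the 6 results here is a response that differed between genotypes or between tissues by a test of the difference itself. When labels are exchanged throughout 1 arm and the average effects are left in, the interaction becomes an average effect, and such a split gave 1315, 1522, 1753, 4533 and 2165 genes for the 5 interactions in the order below. For that reason the splits were repeated with the average effects removed, and both counts are given.

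The IAA response of roots differed between aba2-3 and Col-0 at 293 genes. Among 32 splits that exchange genotype labels within a treatment and part all same-numbered pairs, with the average effects of genotype and treatment removed beforehand, 3 gave as many genes, the real one included, so the count is not larger than regrouping can give. With the average effects left in, 5 of 32 did. With those effects removed, the other 2 gave 521 and 856 genes. Both placed the 3 root libraries with a raised shoot signature on one side, which 8 of the splits do. The real split does not (2 of the 3 lie on one side). Besides the real one 5 splits called any gene, and all 5 placed these 3 libraries on one side. Among the splits that part these libraries, only the real one called any gene. RNA of the other tissue may thus produce large counts among regrouped libraries, but it accounts poorly for the real count: with covariates for it, 99.3% of the called genes kept adjusted p under 0.05 and their direction. Gene length had a correlation of −0.03 across genes. Base composition fared differently. The correlation with exon GC content was −0.34, past the limit of 0.3 set before, and with composition offsets 5.8% of the called genes (17) stayed past the threshold. The same offsets kept 81% of simulated interactions, so the loss is not what the offsets do to true changes placed at random. Priming of reverse transcription inside transcripts at runs of A was tested as a route to such a trend. The 566 genes with a run of 12 A had a median interaction −0.01 away from genes without one that were matched on A share and length (0.05 without matching), and runs of T, as a control, gave 0.07. These runs thus showed no effect that could account for the trend. The pattern cannot be told apart from a library-level trend on base composition, which lies mainly between the mock roots of the genotypes, and a biological response tied to base composition was not separable from it by these tests.

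In shoots the interaction was called at 1 gene, AT1G08050. Of 32 splits 5 gave at least as many, and 12 with the average effects left in. The gene was kept with covariates for RNA of the other tissue (100%), and was not with composition offsets (0% kept). Across genes the correlation with GC content was 0 and with length 0.23. At an unadjusted p under 0.05 there were 903 genes, not more than a share of 0.05 of those tested. One call of this kind is not more than regrouping gives.

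The IAA response of Col-0 differed between root and shoot at 221 genes. The real split was the only 1 of 32 splits to give as many, the next having 13. With the average effects left in, 3 of 32 gave as many, the real one included. All 3 left the labels of at least 1 arm whole. The average effect then enters the count, so these splits cannot test chance regrouping. Correlations were 0.23 with GC content and 0.09 with length, and 64.7% of the genes were kept with composition offsets. With covariates for RNA of the other tissue 47.5% were kept, under the limit of 50% set before. That loss points to carried-over tissue, but a further result speaks against it for most of the genes. Of the 221 genes 190 differed under 4-fold between Col-0 mock root and shoot, where carried-over RNA changes a count little, and the covariates kept 90 of these, much the same share. Tested among such genes alone, 204 were called, an alternative chosen after the data were seen. The tests point different ways, so carried-over tissue may add to the count but is not shown to account for it.

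The ABA response of Col-0 differed between root and shoot at 380 genes. Again 1 of 32 splits gave as many, the real one, and the next gave 70, whereas 9 of 32 did with the average effects left in. With covariates for RNA of the other tissue 80.8% of the genes were kept and with composition offsets 59.7%. Correlations were 0.25 with GC content and 0.15 with length. None of these explanations met its limit when the average effects were removed. With them left in, every split with as many genes left or exchanged the labels of at least 1 arm whole. The average effect then enters the count, so those splits cannot test chance regrouping. A difference between the tissues in their ABA response is then a hypothesis that may be kept. Only the splits with those effects removed tested it against regrouping. Its uncertainty is given by the counts of 149 to 1047 genes across the other alternatives.

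The IAA response of aba2-3 differed between root and shoot at 485 genes. In 1 of 32 splits, the real one, as many were called, and the next had 3. With the average effects left in, 4 of 32 had as many. All 4 left the labels of at least 1 arm whole, so they cannot test chance regrouping either. The share kept was 88% with covariates for RNA of the other tissue and 57.9% with composition offsets, and the correlations were −0.13 with GC content and −0.1 with length. A tissue difference in the auxin response of aba2-3 likewise remains as a hypothesis, tested against regrouping only by the splits with those effects removed. The balance of its calls depends on the fit, with 253 more positive in root and 232 more negative as reported, but 204 and 282 with RLE size factors and 189 and 333 with a mean count of at least 20.

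The auxin marker score responded 0.35 more in aba2-3 shoots than in Col-0 shoots (exact permutation p 0.045, adjusted 0.2 over 8 tests, n = 3 per group), with the gene-level response more positive in 11 of the 14 genes. The score was 4.05 in Col-0 and 3.84 in aba2-3 mock shoots, and 7.52 and 7.67 in their IAA shoots. A lower mock level in aba2-3 thus entered the difference as well as a higher IAA level. The highest Col-0 mock value, 4.19 against 3.96 and 3.99, was that of replicate 1, whose shoot signature was only 48.4%. The mean interaction log2 fold change of the 14 genes was 0.31. It was 0.30 with covariates for RNA of the other tissue. It was also 0.30 with composition offsets, but the shoot interaction had correlations of 0 with GC content and −0.02 with A share before them, so there was no such trend to remove and this value is no test of one. A share of 0.008 of 10000 random lists matched on mean expression had a mean as high, so genes of like expression in general did not share the shift. The lists were not matched on the IAA response, and their genes were drawn independently. A shift shared by IAA-responsive genes was therefore not tested. A stronger auxin response of these genes in the ABA-deficient shoot may be present, yet the score does not pass the adjustment, in 10 of 12 fits that left out a library its exact permutation p was no longer under 0.05 (range 0.025 to 0.1), and 0 of the 14 genes were called singly (1 at an unadjusted p under 0.05). The result therefore stays open.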

How the results depend on the processing

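The alternatives with covariates for RNA of the other tissue, with composition offsets and with genes under 4-fold between tissues were chosen after seeing the data; the others were set beforehand. Of 28 comparisons, 4 had no value classed as changed, which for a score means a p that crossed 0.05 or a reversed direction. They were the ABA marker score between genotypes in roots and in shoots, and the ABA biosynthesis score under IAA in roots and in shoots. With 3 against 3 none of those 4 can reach p 0.05, so only their size and direction were open to change. Their direction was kept, but their sizes changed. With the median over the list the marker score went from −0.53 to −0.88 in roots and from −0.57 to −0.89 in shoots. The biosynthesis score went from −0.26 to −0.43 and from 0.07 to 0.03. Among all comparisons 138 values were classed as changed, 84 of them in fits that left out a library. Unless a value below shows it, the cause was not tested.

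DESeq2 called 2025 genes for IAA in Col-0 roots, 1059 in Col-0 shoots and 695 in aba2-3 shoots, 2422 between genotypes in roots and 1139 in shoots, 936 for genotype by IAA in roots and 2 in shoots (1 higher, 1 lower), 713 for tissue by IAA in Col-0, 1047 for tissue by ABA, 944 for tissue by IAA in aba2-3, and 935 (roots) and 366 (shoots) under both hormones.

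A minimum of 2-fold left 532 genes for IAA in Col-0 roots, 291 in Col-0 shoots, 1024 in aba2-3 roots and 258 in aba2-3 shoots. It left 1930 for ABA in roots and 1148 in shoots, 557 between genotypes in roots and 250 in shoots, 194 for genotype by IAA in roots, and 7240 between root and shoot.

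Fitting only the compared groups gave 192 genes for IAA in Col-0 shoots (174 higher, 18 lower), 1142 for ABA in shoots (813 higher, 329 lower), 1312 for IAA in aba2-3 roots, 1348 in aba2-3 shoots, 291 between genotypes in shoots, 139 for genotype by IAA in roots and 0 in shoots, 80 for tissue by IAA in Col-0 and 149 for tissue by ABA. Without a filter on low counts genotype by IAA had 153 genes in roots and 0 in shoots. In the fit reported 903 genes had an unadjusted p under 0.05 in shoots. That is under the share of 0.05 expected without any change, so it gives no sign of missed calls. A strict test would also give a low share, so missed calls are not excluded by it.

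Covariates for RNA of the other tissue gave 198 genes for IAA in Col-0 shoots (161 higher, 37 lower), 56 under both hormones in shoots (31 in the same direction, 25 opposite), 139 for tissue by IAA in Col-0, 1022 between genotypes in shoots, 524 for genotype by IAA in roots and a shoot slope of 1.05. Among genes under 4-fold between tissues, 321 were called for IAA in Col-0 shoots. Composition offsets gave 25 genes for genotype by IAA in roots, 0 in shoots, and 664 between genotypes in roots (370 higher, 294 lower), with splits of 245 higher and 205 lower for IAA in Col-0 shoots.

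The shoot slope was 1.01 as a median of per-gene ratios. With separate mock replicates r across genes was 0.13 in roots, and 0.09 and −0.02 in shoots, the last reversed. The median over the list left no auxin score interaction in roots (−0.00, exact permutation p 0.995). It reversed the ABA marker score under IAA in roots (0.13) and shoots (0.20). The auxin score interaction in shoots, 0.35 with exact permutation p 0.045, had a p past 0.05 but no smaller difference with a pseudocount of 0.1 (0.38, p 0.07), with total counts (0.39, p 0.06) and with the median (0.36, p 0.065).

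With the replicate block this score had 0.35 and p 0.25, the smallest p that sign flips of 3 pairs allow. Same-numbered libraries of different groups deviated together with a mean correlation of 0.016, against −0.008 for other pairs. For root and shoot of one genotype and treatment the values were 0.033 and −0.019. The numbers thus show little pairing, and a weak one of root with shoot is not excluded. With the block the counts were 1147 and 508 for IAA in Col-0 roots and shoots, 3449 and 2121 for ABA, 2602 and 446 for IAA in aba2-3, 1624 and 620 between genotypes, 279 and 1 for genotype by IAA, 237, 398 and 507 for the tissue interactions, and 11027 between tissues.

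Leaving out each library of a comparison in turn gave these ranges. For IAA they were 577 to 948 genes in Col-0 roots, 165 to 899 in Col-0 shoots, 1603 to 2351 in aba2-3 roots and 214 to 379 in aba2-3 shoots. For ABA they were 2519 to 3236 in roots and 1453 to 2417 in shoots. Between genotypes they were 552 to 1419 in roots and 143 to 689 in shoots. The interactions gave 56 to 334 (genotype by IAA, roots), 0 to 2 (shoots), 104 to 566 (tissue by IAA, Col-0), 179 to 744 (tissue by ABA) and 211 to 485 (tissue by IAA, aba2-3). Root and shoot differed at 9563 to 11024 genes. Genes under both hormones numbered 267 to 552 in roots and 51 to 295 in shoots, with r from 0.18 to 0.47 and from 0.19 to 0.34. Slopes ran from 0.95 to 1.48 in roots and from 0.56 to 1.04 in shoots, so neither kept to one side of 1. The auxin score interaction ran from 0.12 to 0.35 in roots (exact permutation p 0.015 to 0.38, under 0.05 in 1 of 12 fits) and from 0.28 to 0.45 in shoots, where 10 of the 12 fits no longer had an exact permutation p under 0.05 (0.025 to 0.1). The ABA marker score under IAA ran from −0.25 to 0.02 in roots, reversed without Col-0 mock root replicate 2, and from −0.18 to −0.07 in shoots. Between genotypes it ran from −0.67 to −0.40 in roots and from −0.64 to −0.52 in shoots. The biosynthesis score ran from −0.32 to −0.18 and from 0.02 to 0.11.

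The 165 results for named genes gave 2408 values under alternatives. Of these 2258 stayed on their side of the threshold, 150 did not, and 0 changed direction. Leaving out a library accounted for 110 of the 150, the fit of the compared groups alone for 15, composition offsets for 11, and covariates for RNA of the other tissue for 5. In 29 of the gene results a call was lost when some library was left out. ATMG00660 (genotype by IAA, roots) lost it in 11 of 12 fits, MAC3A (tissue by IAA, Col-0) and WRKY61 (tissue by IAA, aba2-3) in 7 of 12, RAB18 (AT5G66400, genotype in roots) in 6 of 6, CYP705A30 and, in aba2-3 shoots, NCED5 in 5 of 6, and AT1G08050 in 5 of 12. Low depth limits aba2-3 IAA shoot replicate 3, where 3 counts amount to 0.775 CPM, and 29 of the 79 named genes have a mean at or under that level in some group.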

Other observations

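In this part the tests of libraries of the other genotype, of shoot-gene regulation, of the count ratio with composition offsets, and the slope splits with the genotype effect taken out were chosen after the result was seen, and the others before.

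For the 9 comparisons of a pair of groups, 4 of the 10 splits of the 6 libraries part all same-numbered pairs, and in each comparison 1 of these 4 splits, the real one, gave as many genes: IAA in Col-0 root 1, IAA in Col-0 shoot 1, ABA in Col-0 root 1, ABA in Col-0 shoot 1, IAA in aba2-3 root 1, IAA in aba2-3 shoot 1, genotype in root 1, genotype in shoot 1 and tissue in Col-0 mock 1. With 4 splits the share cannot fall under 0.05, so chance is not excluded by this count alone. The other parting splits gave at most 10 genes. The remaining 6 splits leave some same-numbered pairs together, and for IAA in Col-0 shoots 1 of them called 510 genes, more than the 491 of the real split.

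The shoot signature in 5 root libraries was examined by 3 tests. Tissue carried over at separation would bring transcripts of the shoot of the same treatment. The excess of 3 of the 5 libraries was nearest the shoot group of their own genotype and treatment, between the limits set for and against. Mixing with libraries of the other genotype would bring AT3G01345 into the aba2-3 mock root library, where that gene was at 0.25% of its Col-0 level while the shoot signature was at 6.62%. Unequal regulation of shoot genes in the root would keep the spread between them. Since low counts widen a spread by themselves, each of the 5 libraries was compared with each of the other 10 after thinning to equal signature counts. In 0 of 50 pairs was its interquartile range across signature genes (log2) as wide, with medians of 0.8 in the 5 and 1.74 in the others. A common share of shoot RNA is consistent with the narrower range, but regulation that raises all these genes to a like share is not excluded, and the origin cannot be settled by the nearest-group test. The signature genes were picked on the aba2-3 IAA libraries, so low values there are partly built in.

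More genes were called for IAA in aba2-3 roots than in Col-0 roots, 2.12 times as many. The ratio was 2.12 with covariates for RNA of the other tissue and 1.67 with composition offsets, both above the limit of 1.5. In a fit of the compared groups alone it was reversed, at 0.75 (1312 genes against 1741), so the ratio depends on which libraries enter the fit. The slope adds little. The root slope of 1.21 was examined with 32 splits of genotype within treatment, after the average genotype effect was taken out as an offset. In that fit the real slope was 1.195, and in 3 of 32 splits, the real one included, the slope lay as far from 1 on the log scale. The other two, 0.829 and 0.805, lay below 1, where the side named aba2-3 in a regrouping is arbitrary. Set against 1.21 itself 2 of 32 were as far, and 13 with the genotype effect left in, which itself changes the slopes of regrouped libraries. The slope of 1.21 was 1.13 with composition offsets, which is farther from 1 than the 0.05 set as the limit. The shoot slope was 0.903 in that fit and lay as far from 1 in 15 of 32 splits; against the reported 0.94 it was 20, and 21 with the effect left in. A share of 2 or 3 in 32 is above the 5% set as the limit, though not far. A stronger IAA response of aba2-3 roots is thus a weak hypothesis, since its count reverses with the fit and regrouping could also produce its slope.

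Genes that differed between genotypes in both tissues could lie in a chromosome segment linked to the mutated ABA2 locus. Of 131 such genes with the same direction 5 lay within 2 Mb of ABA2, where 4.7 were expected, and a share of 0.494 of 10000 random draws had as many. No enrichment near the locus was found.

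The correlation of the IAA and ABA responses across genes may come from the shared mock libraries. Of 4 correlations computed with different mock replicates for each hormone, 3 fell under 0.5 times the value with shared mock libraries. Fewer libraries enter each side in these fits, which also lowers a correlation, so how much of it the shared mock libraries cause cannot be told from this.

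The mock roots of aba2-3 stood apart in ribosomal and mitochondrial transcripts. AT3G41768 was at 666 ± 17.9 CPM there, and ATMG01390 at 5068 ± 519 CPM against 961 ± 129 CPM in aba2-3 IAA roots. Mitochondrial genes took 4.01%, 4.45% and 4.37% of counts in the aba2-3 mock roots and at most 3.05% in the other root libraries. Most of that share was 1 gene, ATMG00020, at 3.28%, 3.6% and 3.59% there and at most 2.53% in the other root libraries. The share thus does not show a change of mitochondrial genes in general. No explanation of it, biological or technical, was tested.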
